A study of Homo sapiens with 30 samples.

How the data were processed

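OmniATAC-seq libraries were made, per the labels, from 50000 H1 cells each, and sequenced on a NovaSeq instrument. The labels give 10 groups of 3 biological replicates. They also state that cells kept past day 2 were plated at 75000 cells per square cm in the anterior protocol and at 150000 in the posterior protocol, with TTNPB at 50 nM in the posterior medium.

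The deposited values are the start and end positions of peaks, 1 list per group. The lists have 3 columns (sequence name, start and end) and no header, score, fold enrichment, p-value or summit. The aligner, the peak caller, its threshold, the genome build and the way the 3 replicates were combined are not stated in the labels or the lists. Any filter or change of threshold between lists would move the number of peaks and every overlap. Each list was assigned to the group whose population name it carries. The build was settled from the coordinates: peaks lay near the gene ends of GRCh38 more often than near the same ends moved by 10 kb, and the scaffold names follow that assembly. Gene positions, symbols and biotypes came from a table of GRCh38 with 59679 genes on chromosomes 1 to 22, X and Y, of which 20037 protein-coding symbols were used. It gives no strand, so a transcription start cannot be told from the other end of a gene.

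Peaks on chromosomes 1 to 22, X and Y were merged across the 10 lists where they overlapped by at least 1 bp, and a list was open at a merged region where at least 1 of its peaks lay. Differences between lists have percentile intervals at 95% from 1000 bootstrap resamples of 605 blocks of 5 Mb. These intervals and the Wilson intervals of shares cover the sampling of regions within the lists. They do not cover replicate or library error. The effect of origin was tested by an exact permutation of the 6 day 4 lists over 10 splits, and that of medium over the 6 pairings of aNE-derived with pNE-derived lists, both one-sided. Gene lists were placed among 10000 random lists of equal size drawn from 20 bins of region number. No list has a value per library, so no replicate test was made.

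Named genes followed a rule set before the data were examined: 60 marker genes in 4 lists (anterior, posterior, neural and pluripotency), and the 5 protein-coding genes in each direction with the largest difference in exclusive regions by nearest gene end. Of the markers 59 were matched, CRIPTO through its older symbol TDGF1, and ESRG is not protein-coding. The named regions were meant to be ranked by the fold enrichment of the caller. They were instead the 3 widest exclusive peaks in each direction more than 1 kb from a gene end. Gene windows ran from 50 kb before to 50 kb after the gene instead of around the start site. The HOX clusters as wholes were chosen after the lists were seen. Motif comparisons were not run, since no genome sequence was used here.

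The alternative set before the data were examined that could be run was to call a region open only where peaks covered at least 50% of it. Alternatives chosen after seeing the data were the widest peaks making up the upper 50% of each list, the widest 167792 peaks of each list (size-matched by width), the same number drawn at random, fixed windows of 500 bp at peak midpoints, regions more than 1 kb from any gene end, assignment of regions to the nearest gene end, and 1 gene per group of overlapping windows. A count within a factor of 1.5 of the main count was read as the same.

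The code was tested on simulated lists over 60000 of the real regions, where the largest error of the 45 Jaccard values was 0. Of 100 simulated differences of 10 points the interval held the true value in 100, and of 100 without a difference it excluded 0 in 3. Simulated regions opened independently of each other and between lists, and each simulated peak lay inside 1 real region. Clustering along the genome was thus not simulated. The interval counts do not carry over to clustered lists, and the Jaccard error checks the code alone. Of 1000 random lists of 20 genes 38 passed the threshold unchanged, and 993 did so after 3 regions per gene were added. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 was used.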

Results

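Open chromatin was profiled by OmniATAC-seq, in which the Tn5 transposase inserts sequencing adapters into accessible DNA, in H1 human embryonic stem cells and their neural derivatives. The labels describe 30 libraries in 10 groups of 3 replicates. Undifferentiated pluripotent cells (hPSC) were taken on day 0 and definitive ectoderm (DE) on day 1. Anterior neural ectoderm (aNE) and posterior neural ectoderm (pNE) were both made from DE and taken on day 2. Each of these day 2 populations was then moved to a telencephalon, midbrain or hindbrain medium and taken on day 4, which gave aNE_T, aNE_M and aNE_H and likewise pNE_T, pNE_M and pNE_H. The labels state that the pNE medium held the retinoic acid receptor agonist TTNPB, the growth factor FGF2 and the tankyrase inhibitor XAV939. The aNE medium held the WNT secretion inhibitor C59 in their place.

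The data were 10 peak lists, 1 per group, with the position of each peak and no score, so no value below has a replicate error. The differences compare these lists and not the conditions, and read depth is unknown. The lists held from 177734 peaks in aNE to 325600 in pNE_H. On chromosomes 1 to 22, X and Y the hPSC list had 213572 peaks, DE had 247642, aNE had 167792 and pNE had 206811. For the aNE descendants the numbers were 197832 in aNE_T, 218659 in aNE_M and 203961 in aNE_H. The pNE descendants had 215149 in pNE_T, 217714 in pNE_M and 313095 in pNE_H. Median peak width lay between 264 bp in hPSC and 308 bp in aNE. Peaks covered 75.5 Mb in aNE and 129 Mb in pNE_H. The peaks of all lists merged into 493444 regions, and a region was called open in a list that had a peak there.

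Between 12.9% of peaks in pNE_H and 18.0% in aNE lay within 1 kb of either end of an annotated gene. After the gene ends were moved by 10 kb the share fell to between 8.32% in pNE_H and 9.86% in aNE. Across the 45 pairs of lists, between 53.8% and 85.1% of the peaks of the first list overlapped a peak of the second. With the second list moved by 1 Mb this background overlap was between 5.64% and 9.83%.

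The first comparison followed the regions along the differentiation path. Similarity was given as the Jaccard index, the regions open in both lists divided by the regions open in either. From hPSC to DE, 74726 regions were gained and 43579 were lost, with 156676 shared and a Jaccard index of 0.570. From DE to aNE there were 16762 gains and 90455 losses, and the Jaccard index was 0.568. From DE to pNE there were 48849 gains and 87118 losses, and the Jaccard index was 0.515. Gains minus losses equal the difference in open regions between the lists, so their balance follows list length by construction. In size-matched lists of the widest peaks gains and losses were 43262 and 43048 from hPSC to DE. They were 36731 and 38081 from DE to aNE, and 49229 and 49760 from DE to pNE. Equal sizes fix this near balance, so no conclusion was drawn from it. As deposited, the index was 0.0531 higher for aNE than for pNE, with a 95% bootstrap interval of 0.0509 to 0.0554. With all lists thinned at random to the size of the smallest, the alternative that moved it most, this difference was 0.0969. Measured from hPSC, the index was 0.520 for aNE and 0.493 for pNE, a difference of 0.0266 (interval 0.0247 to 0.0286).

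**Figure D1:**
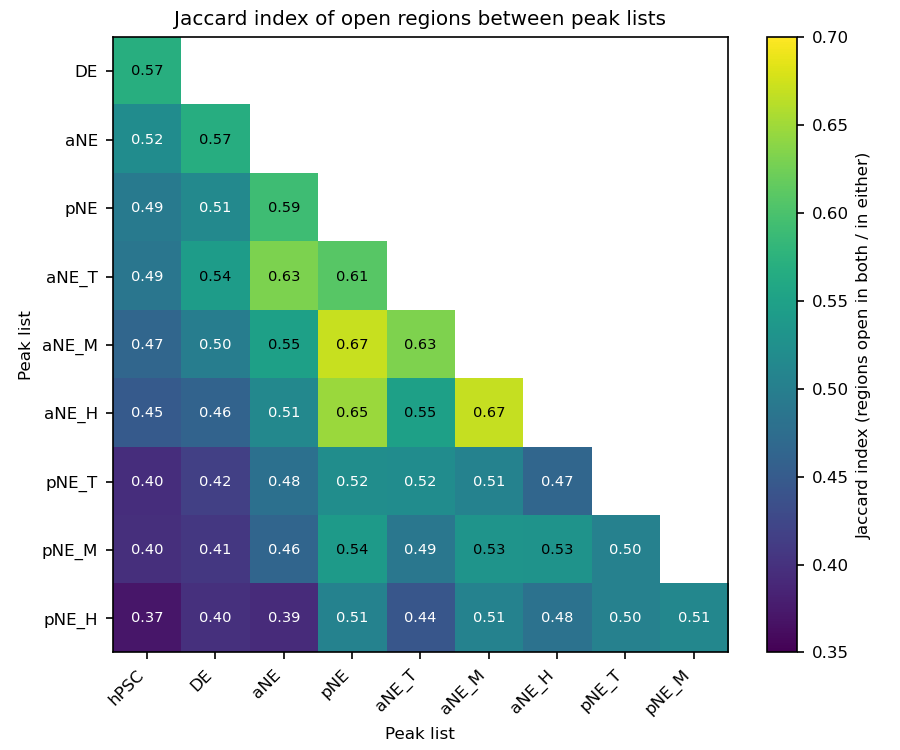
Jaccard index, without unit, of the open regions of each pair among the 10 peak lists, with both axes naming the lists and the colour scale running from 0.35 to 0.7. The highest index, 0.670, was shared by pNE with aNE_M and aNE_M with aNE_H, and the lowest, 0.372, was between hPSC and pNE_H.

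Day 4 lists were set against the day 2 list they came from. The Jaccard index of aNE was 0.631 with aNE_T, 0.548 with aNE_M and 0.514 with aNE_H. The index of pNE was 0.522 with pNE_T, 0.541 with pNE_M and 0.506 with pNE_H. The pNE list had a higher index with each list that came from aNE, at 0.609 for aNE_T, 0.670 for aNE_M and 0.648 for aNE_H. The bootstrap interval for pNE with aNE_M, 0.667 to 0.674, lay above that for pNE with pNE_M, 0.536 to 0.546.

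The title of the series sets the day 2 populations side by side, and the central comparison was between their lists. They shared 130371 open regions, 27338 were open in aNE and not in pNE, and 62762 were open in pNE and not in aNE. The Jaccard index was 0.591. The difference between these numbers is the difference in open regions between the lists, so it follows list length by construction. With each list reduced to its widest 167792 peaks the numbers were 38264 for aNE and 39083 for pNE. With random thinning to that size they were 51169 and 52020. Equal list size fixes this near balance, so it cannot show why the pNE side was larger. Peaks in the exclusive regions were narrower than the others, with a median of 186 bp against 354 bp in aNE and 189 bp against 372 bp in pNE. Of the aNE-only regions 9.44% lay within 1 kb of a gene end, of the pNE-only regions 8.07%, and of the shared regions 20.4%. DE had already opened 70.8% of the aNE-only regions (Wilson 95% interval 70.3% to 71.4%) and 36.2% of the pNE-only regions (35.8% to 36.5%). These shares were 51.2% and 20.2% in size-matched lists of the widest peaks, and 55.4% and 24.5% after random thinning.

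The next question was whether regions that differ between day 4 lists were already open on day 2. The lists compared differ in both origin and medium, and aNE is the parent of aNE_T and aNE_M. Forebrain-midbrain elements were defined as the 15723 regions open in both aNE_T and aNE_M and not in pNE_H. They were open in 54.4% of cases in aNE (53.6% to 55.1%) and 50.4% in pNE (49.6% to 51.2%). The difference was 3.93 percentage points with a bootstrap interval of 2.95 to 4.96. DE, which precedes both, had 66.2% of them open, but this order changed in lists of one size, which also redefined the elements. In size-matched lists of the widest peaks DE had 60.8%, aNE 71.1% and pNE 66.4%, and after random thinning 57.2%, 76.4% and 69.0%. Hindbrain elements were the 117143 regions open in pNE_H and in neither aNE_T nor aNE_M. Of these 11.4% were open in pNE and 4.81% in aNE, a difference of 6.61 points (interval 6.41 to 6.81). On day 4 they went with origin more than with medium. They were open at 27.9% in pNE_T and 25.4% in pNE_M, against 10.15% in aNE_H, which had the hindbrain medium. The difference on day 2 therefore cannot be read as an early opening of hindbrain regions as such. DE had 11.8% and hPSC 10.1% of the hindbrain elements open. The pNE share was thus near that of DE as deposited, and above it in size-matched lists of the widest peaks (16.1% against 8.88%) and after random thinning (14.3% against 11.1%). It was also above DE with the upper 50% of peaks by width (12.1% against 11.3%) and with 50% coverage (10.2% against 9.56%). It was not above DE with 500 bp windows (12.54% against 12.57%) or over regions more than 1 kb from any gene end (11.3% against 11.6%). The aNE share was 10.2% by width at one size and 8.71% after random thinning, where the shorter pNE_H list also changed which regions counted as hindbrain elements. Random thinning moved the forebrain-midbrain difference most, to 7.44 points, and the hindbrain difference to 5.61.

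To follow the effect of the media, T elements were taken as the 37398 regions open in aNE_T and not in pNE_H. H elements were the 150523 regions open in pNE_H and not in aNE_T. The defining lists differ in origin as well as in medium. The telencephalon medium left 26.5% of the T elements open in pNE_T, against 14.6% in pNE_M. This difference of 11.8 points (interval 11.3 to 12.4) was 3.84 points with randomly thinned lists. H elements were open at 22.7% in aNE_H and 22.2% in aNE_M, a difference of 0.526 points (0.304 to 0.738), which was 3.85 points with size-matched lists of the widest peaks. An anterior index was defined as the share of T elements minus the share of H elements. By construction it is 100 points in aNE_T and -100 in pNE_H. It was 34.8 points in aNE, 8.55 in pNE, 40.4 in DE and 21.9 in hPSC. In lists of one size, which also redefined the elements, the order of DE and aNE reversed. The values were 38.7 and 44.4 points by width and 33.6 and 48.2 points at random. On day 4 it was 19.9 in aNE_M, -0.281 in aNE_H, -3.41 in pNE_T and -17.2 in pNE_M. These signs depended on the lists and on the elements. Random thinning removed pNE_H peaks, so regions open in both defining lists became T elements, 90138 in place of 37398. Such regions tend to raise the index of every other list, so random thinning cannot decide the signs. It gave 25.8 points in aNE_H, 19.9 in pNE_T and 15.0 in pNE_M. With elements also redefined, aNE_H was positive at 9.75 points in size-matched lists of the widest peaks. It was also positive at 2.52 points with 500 bp windows, 0.606 with 50% coverage and 0.297 with the upper 50% by width. The index of aNE_H exceeded that of pNE_T by 3.13 points (interval 2.42 to 3.89), and by 15.9 points in size-matched lists of the widest peaks.

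**Figure D2:**
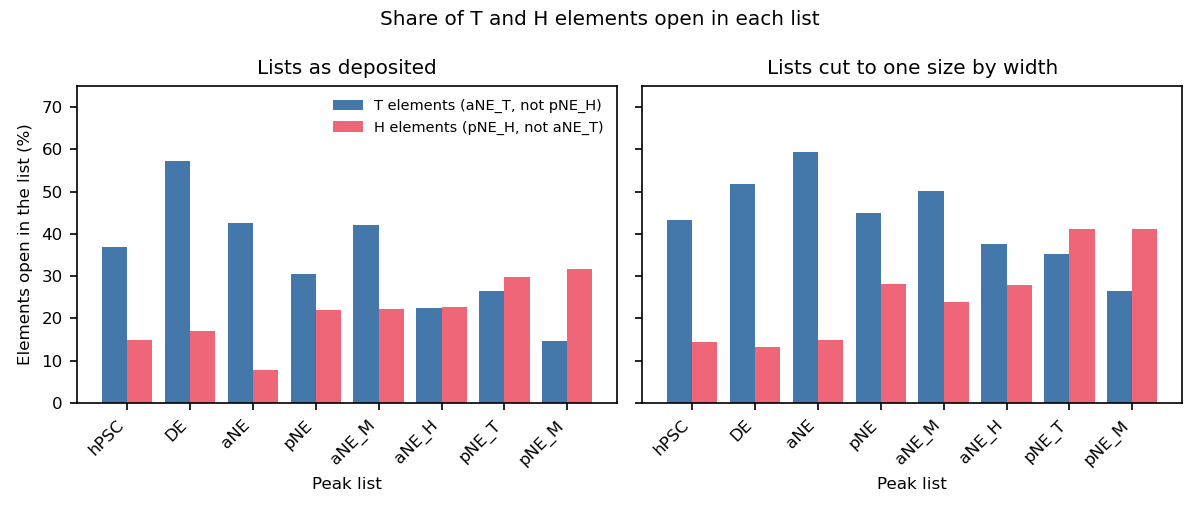
Percent of T elements (blue) and H elements (red) open in 8 peak lists, with the lists as deposited on the left and reduced to one size by width on the right. The 2 lists that define the elements are left out. As deposited, T elements exceed H elements in the 4 lists of days 0 to 2 and in aNE_M, are nearly level with them at 22.4% and 22.7% in aNE_H, and fall below them in pNE_T and pNE_M.

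The 6 day 4 lists were compared by origin and by medium. Pairs with the same origin had a mean Jaccard index of 0.562 and pairs with different origins 0.497. The difference of 0.0648 was the largest among the 10 ways to split the lists into 3 and 3, with a one-sided exact permutation p of 0.1, the smallest this design allows. The excess came mainly from the aNE-derived pairs, at 0.549 to 0.670. The pNE-derived pairs, at 0.504 to 0.512, lay within the range of pairs with different origins, 0.444 to 0.531. After random thinning the pNE-derived pairs had 0.360, 0.292 and 0.296, against a mean of 0.344 for different origins. By width at one size they had 0.503, 0.542 and 0.550, against 0.503. Across origins, pairs in the same medium had a mean index of 0.511 and pairs in different media 0.490. That difference of 0.0214 was reached by 2 of the 6 pairings, with a one-sided exact permutation p of 0.333. The smallest p possible there is 0.167, so neither test could reach 0.05. A technical mark, the width of the narrowest peak, split the lists in the same way as origin: it was 122, 122 and 126 bp in aNE_T, aNE_M and aNE_H and 115, 114 and 109 bp in pNE_T, pNE_M and pNE_H. Origin and an unlabelled processing batch could therefore not be told apart.

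The day 2 exclusive regions were also followed into the day 4 lists. The aNE-only regions were open at 49.2% in aNE_T, 32.1% in aNE_M and 20.1% in aNE_H, and at 26%, 19.3% and 34.2% in pNE_T, pNE_M and pNE_H. The pNE-only regions were open at 38.1%, 63.9% and 60.8% in aNE_T, aNE_M and aNE_H, and at 41.5%, 48.0% and 72.9% in pNE_T, pNE_M and pNE_H. The values for pNE_H changed in lists of one size, which also redefined the exclusive regions. In size-matched lists of the widest peaks pNE_H had 16.7% of the aNE-only and 48.5% of the pNE-only regions open. After random thinning it had 32.5% of the aNE-only regions open, near the value as deposited, while pNE_T had 40.8%. Its share of the pNE-only regions was then 39.0%.

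**Figure D3:**
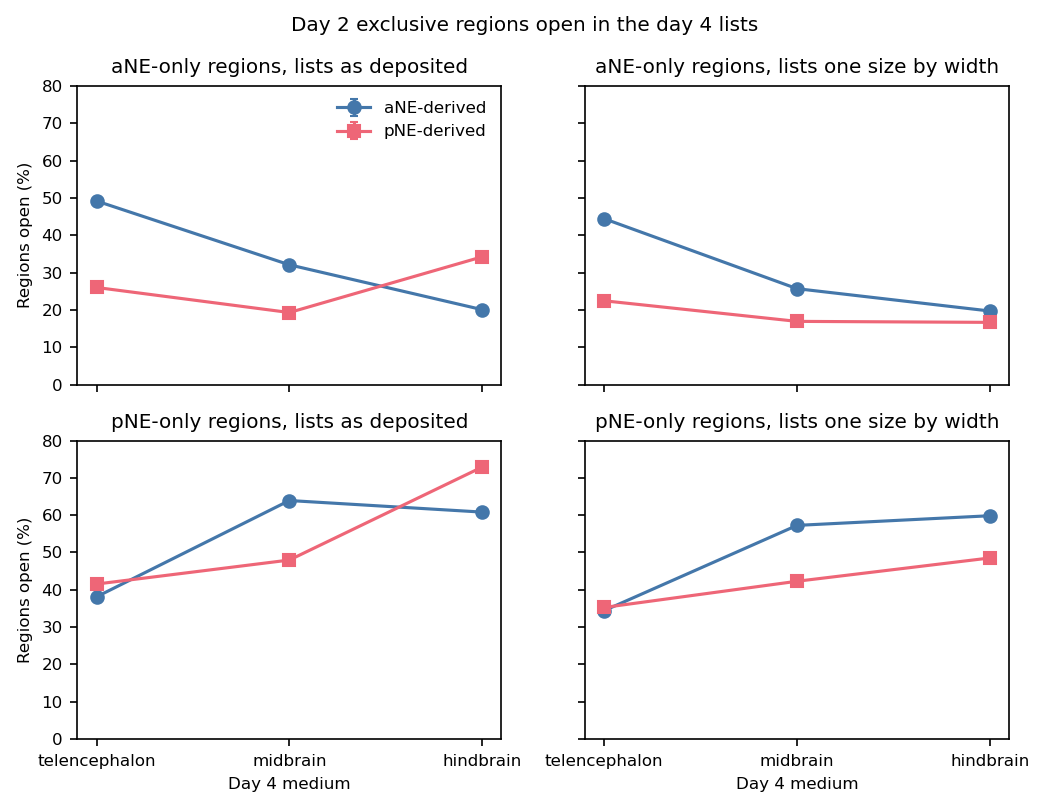
Percent of the day 2 exclusive regions open in the day 4 lists by medium, for aNE-derived lists (blue circles) and pNE-derived lists (red squares), with Wilson 95% intervals that are smaller than the symbols. The rise of aNE-only regions to 34.2% in pNE_H as deposited (upper left) is absent when lists are reduced to one size by width (upper right), where the value is 16.7%.

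Genes fixed before the data were examined were then inspected, counting exclusive regions from 50 kb before to 50 kb after each gene. The 20 anterior genes had on average 0.95 more aNE-only minus pNE-only regions than the median of matched random gene lists. This placed them at the 93.8 percentile of 10000 random lists matched on the number of regions, inside the central 95% of those lists. The 20 posterior genes lay at the 46.7 percentile, the 10 neural genes at 38.9 and the 9 pluripotency genes at 47.2. No list therefore stood apart. Of the 59 single genes, 2 lay below and 3 above the central 95% of matched genes, a range that 5% of genes leave by chance. The low ones included EGR2 (chromosome 10, 62811996 to 62819167, GRCh38) with 1 aNE-only and 7 pNE-only regions. The high ones were PRDM14 with 4 aNE-only and 1 pNE-only regions, and the neighbours HOXD3 and HOXD4, whose windows overlap, each with 4 and 0. In size-matched lists of the widest peaks 0 genes lay outside on either side. At OTX2 there were 3 aNE-only and 3 pNE-only regions.

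RARB, which encodes a retinoic acid receptor (chromosome 3, 24829321 to 25597932), had 5 aNE-only and 27 pNE-only regions, at the 6.59 percentile of genes with similar region numbers. Its window held 39 peaks in aNE and 60 in pNE. On day 4 it held 49, 49 and 51 in aNE_T, aNE_M and aNE_H, and 85, 81 and 137 in pNE_T, pNE_M and pNE_H. The largest numbers of exclusive regions by nearest gene end lay at long genes on the pNE side. GPC5 had 11 aNE-only and 90 pNE-only regions, TENM3 had 28 and 89, AUTS2 had 26 and 87, ROBO1 had 11 and 69, and PTPRD had 18 and 73. On the aNE side GPC3 had 26 aNE-only and 13 pNE-only regions, PTPN13 and SNURF each had 14 and 1, LRRC74A had 10 and 2, and TOP1 had 11 and 3.

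The widest exclusive peaks more than 1 kb from any gene end were located in GRCh38. Those in aNE were on chromosome 3 from 105253101 to 105254441 outside any gene, on chromosome 12 from 111664653 to 111665897 inside BRAP, and on chromosome 15 from 73257752 to 73258961 inside NEO1. Each was open in 5 of the 10 lists. Those in pNE were on chromosome 13 from 54091617 to 54093112 outside any gene, on chromosome 8 from 118614478 to 118615944 inside SAMD12, and on chromosome 2 from 238585880 to 238587223 outside any gene. They were open in 8, 8 and 9 of the 10 lists, including DE and every day 4 list. Exon positions were not used here.

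The HOX clusters were measured as bases of the cluster inside peaks. HOXA (chromosome 7, 27092993 to 27200091) had 14689 bp in aNE and 14746 bp in pNE. On day 4 it had 13429, 14613 and 12051 bp in aNE_T, aNE_M and aNE_H, and 17101, 17730 and 20768 bp in pNE_T, pNE_M and pNE_H. HOXB (chromosome 17, 48528526 to 48728750) had 15672 bp in aNE and 16416 bp in pNE. It had at most 15579 bp in the aNE-derived lists and at least 20505 bp in the pNE-derived lists, with 21509 bp in hPSC. HOXD (chromosome 2, 176087487 to 176190907) had at most 14605 bp in the aNE-derived and at least 16760 bp in the pNE-derived lists. For HOXC the 2 ranges overlapped, with up to 12757 bp in the aNE-derived and from 12252 bp in the pNE-derived lists. For a single cluster, complete separation of 3 lists from 3 arises by chance in 10% of splits.

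**Figure D4:**
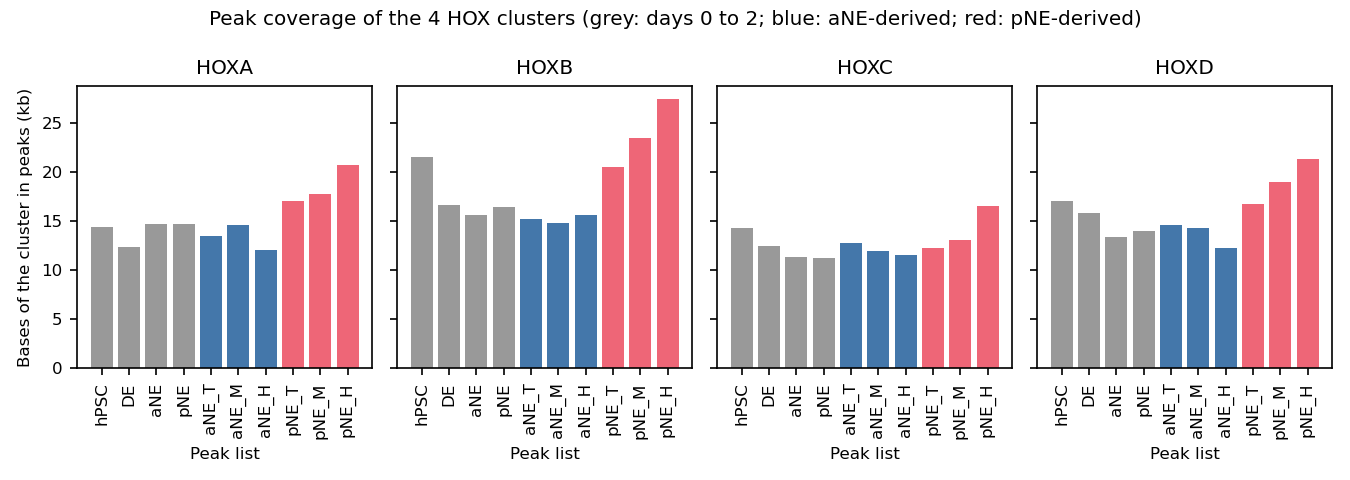
Bases of each HOX cluster inside peaks, in kb, for the 10 lists, with days 0 to 2 in grey, aNE-derived day 4 lists in blue and pNE-derived day 4 lists in red. The pNE-derived lists exceed the aNE-derived lists in HOXA, HOXB and HOXD, while in HOXC the ranges overlap.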

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

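The tests of list size on exclusive regions below were chosen after the results were seen, and so was the test of list size on the peaks outside the main chromosomes. The other tests on those peaks were set out before their values were computed.

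The hindbrain medium was set against the telencephalon medium in both origins, over the regions open only in aNE on day 2. In the aNE-derived lists the open share fell by 29.1 points from the telencephalon to the hindbrain medium, and in the pNE-derived lists it rose by 8.22 points. The response thus differed between origins by 37.3 points (bootstrap interval 36.4 to 38.2). List length may account for part of this, though cutting lists to one size drops the most peaks from pNE_H, the longest list. With all lists at one size by width the pNE-derived response was -5.78 points, a fall as in the aNE-derived lists, where it was -24.7. The difference between origins was then 18.9 points (interval 18.1 to 19.7), and 8.45 points with random thinning, so list length alone could not account for all of it. What stays open is a lower starting point in the pNE-derived lists, which had 26% of these regions open in the telencephalon medium against 49.2%. Plating density and an unlabelled batch, which both follow origin, also stay open, as does an effect of origin itself. None of these was tested.

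Over the regions open only in pNE on day 2, the share rose by 22.7 points in the aNE-derived and by 31.3 points in the pNE-derived lists, a difference of 8.65 points (interval 7.95 to 9.35). With lists of one size by width the difference was -12.2 points, and with random thinning -11.3 points. Both cuts drop the most peaks from pNE_H, the longest list, and random thinning lowers its share by construction. The reversal therefore cannot show whether list length caused the larger response. List length stays a candidate explanation for the larger response of the pNE-derived lists. The smaller response in lists of one size was itself not tested for other causes.

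The comparisons used only chromosomes 1 to 22, X and Y, but each list also held peaks on alternate and patch scaffolds, on unplaced sequences and on the mitochondrial genome. In hPSC these made up 6.31% of peaks (Wilson 95% interval 6.21% to 6.41%), a signal in data that the comparisons did not use. The share was 6.15% in DE, 5.59% in aNE and 5.06% in pNE. On day 4 it ranged from 4.55% to 4.81% in the aNE-derived lists and from 3.84% to 4.49% in the pNE-derived lists. List length was argued against as the whole cause: with every full list reduced to its widest 177734 peaks, the share was 3.92% in pNE_H (interval 3.83% to 4.01%) and 6.43% in hPSC (6.32% to 6.54%). A change in the mix of chromosomes was argued against as well: with the scaffold ratio of each chromosome held as in hPSC, pNE_H would have had 6.16%. Scaffolds of chromosome 6 held more peaks than those of any other chromosome in every list, with 2594 in hPSC. The stretch of chromosome 6 from HLA-F to HLA-DPB1 (29723434 to 33089696) was examined, though scaffold copies per locus were not counted. There the share of primary peaks in pNE_H was 0.463 times that in hPSC, and the share on chromosome 6 scaffolds was 0.503 times. As deposited, the stretch held 283 peaks in hPSC, 175 in aNE, 184 in pNE and 192 in pNE_H, so part of the fall in share came from the longer pNE_H list. In lists of one size it held 223 peaks in hPSC and 112 in pNE_H. This is consistent with a smaller share of open regions at the copied loci themselves. Reads shared between a locus and its scaffold copies could lower both shares together, and were not tested.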

How the results depend on the processing

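No paired analysis was possible because each group has 1 peak list without values per replicate. For the same reason no replicate was left out in turn. The planned choices of peaks by the q-value of the caller, windows at summits, distances to transcription starts and all motif comparisons, with their windows and GC correction, were not run, since the lists hold positions alone and neither strand nor genome sequence was used here. Every alternative named below except the 50% coverage rule was chosen after seeing the data.

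The 7 contrasts between lists set out before the data were examined kept their direction and intervals that excluded 0 under all 6 alternatives. The difference in Jaccard index between DE-aNE and DE-pNE ranged from 0.0475 to 0.0969, and that from hPSC from 0.0225 to 0.0791. The forebrain-midbrain difference ranged from 1.67 to 7.44 points and the hindbrain difference from 5.61 to 7.29. T elements differed by 3.84 to 11.8 points, H elements by 0.550 to 3.85 and the anterior index by 1.62 to 15.9. The mean of same-origin pairs exceeded that of other pairs by 0.0419 to 0.0724, and the mean of same-medium pairs by 0.0134 to 0.0256. Each had an unchanged exact permutation p that cannot reach 0.05 and so says nothing about stability.

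The numbers of exclusive regions moved with the number of peaks kept. There were 13712 aNE-only and 32051 pNE-only regions with the upper 50% by width, by construction of fewer peaks. With lists of one size by width there were 39083 pNE-only regions, and with random thinning 51169 aNE-only regions.

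Reducing lists to one size reversed the response of aNE-only regions to the hindbrain medium in pNE-derived lists, from 8.22 to -5.78 points by width and -8.31 at random. It also reversed the difference between origins over pNE-only regions, from 8.65 to -12.2 and -11.3. Both alternatives equalise list length, drop the most peaks from pNE_H and differ in which peaks they drop. The cause was not tested further.

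The mean parent excess in Jaccard index, near 0 as deposited, was -0.0066 with 50% coverage and -0.00106 over distal regions, and reversed to 0.00233 with the upper 50% by width and 0.00759 with random thinning. The cause was not tested.

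The anterior gene list reversed to -0.15 regions with the upper 50% by width. The posterior list, at -0.05, reversed to 0.1 with 50% coverage, 0.15 by one size by width, 0.575 at random, 0.45 with 500 bp windows and 0.3 by nearest gene end. The neural list, at -0.4, reversed to 0.7 with 50% coverage and 0.4 at random. With 1 gene per group of overlapping windows, which left 12 posterior genes, the posterior list was at -1.83 and the 7.22 percentile, its largest value in size. None of these passed the threshold. The pluripotency list, of 9 genes, passed it at the 99.2 percentile with the upper 50% by width alone. The cause was not tested.

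Over the 200 other results, 602 values moved beyond their interval or factor and 599 did not, 2 reversed and 1 passed its threshold. Read depth is unknown, which limits any statement that a region is closed.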

Other observations

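The tests of gene density, of HOX coverage, of RARB and of chromosome shares were set out before their values were computed, and the other tests here after the result was seen.

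Both day 2 lists lay nearer to the aNE-derived than to the pNE-derived day 4 lists. The mean Jaccard index was higher with the aNE-derived lists by 0.119 for aNE and by 0.120 for pNE, and also by 0.0937 for DE and 0.0789 for hPSC. The excess of each day 2 list towards its own descendants over the other population's descendants, averaged over both and over the 3 media, was -0.000229 (interval -0.00103 to 0.000576). It was 0.0323 in the telencephalon, -0.0221 in the midbrain (interval -0.0234 to -0.021) and -0.0109 in the hindbrain medium (-0.0119 to -0.00987). The positive telencephalon value came from aNE alone, whose index was 0.631 with aNE_T and 0.479 with pNE_T. The pNE list was nearer to aNE_T, at 0.609, than to its own descendant pNE_T, at 0.522. No medium therefore showed parentage in both populations. List length was argued against as the whole cause of the pull to aNE-derived lists, since the value for pNE was 0.111 in lists of one size by width. Gene density was argued against too, since on the 5 gene-densest chromosomes it was 0.0993. A shift in the minimum peak width of the caller would make hPSC, at 113 bp, more like pNE_M at 114 bp than like aNE_M at 122 bp. The Jaccard index of hPSC with pNE_M minus that with aNE_M was instead -0.0682, which speaks only for hPSC. The day 2 lists had minimum widths of 125 bp in aNE and 124 bp in pNE, near those of the aNE-derived lists. For the day 2 lists such a shift would go with the pull that was seen, so it stays open. Separate processing of the pNE-derived libraries cannot be told apart from origin: the narrowest peaks of the aNE-derived lists are all at least 7 bp wider than those of the pNE-derived lists. Plating density at 75000 against 150000 cells per square cm follows the same split and was not tested. A greater departure of the pNE-derived cells from all earlier stages remains an open biological explanation.

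HOX clusters A, B and D had more bases in peaks in all 3 pNE-derived lists than in any aNE-derived list, while the day 2 lists of aNE and pNE differed little. List length may be thought to cause this. In lists of one size by width the smallest gap between the origins over these clusters was still 2169 bp, in HOXD. The aNE_M list, with more peaks than pNE_T and pNE_M, had fewer HOX bases than either in each of the 4 clusters. Taken as a share of all bases in peaks, the split as deposited held for HOXB and by a small margin for HOXA, but not for HOXD, where pNE_H lay below aNE_T. The clusters were chosen after their values were seen. A batch that follows origin cannot be told apart here either, for the reason given above, so an effect of the posterior protocol on the HOX clusters that shows on day 4 is one hypothesis among others.

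RARB was inspected because the posterior medium holds a retinoic acid receptor agonist. Its excess of pNE-only regions on day 2 was at the 6.59 percentile of 1002 genes with similar region numbers, so gene length could account for it. In lists of one size by width it was at the 7.58 percentile, and since it was within the limits in both, the effect of list length on it was not decided. On day 4 its window held 137 peaks in pNE_H and 51 in aNE_H. With 1 added to each, the ratio was 2.65 against a median of 1.55 for the matched genes, at the 99.1 percentile, which neither gene length nor list length alone would give. RARB was the 1 gene of 59 markers above the central 95% of matched genes on this ratio, and about that many are expected by chance, so this may be a chance extreme. The median percentile was 78.3 over the 20 posterior and 27.3 over the 20 anterior genes, a contrast that was not tested and that includes HOX genes with overlapping windows.

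The share of peaks on the 5 chromosomes densest in protein-coding genes (19, 17, 11, 16 and 22) was 17.4% in hPSC, 17.3% in DE, 17.2% in aNE and 17.2% in aNE_T. It was 16.0% in pNE, 16.1% in aNE_M and 15.9% in aNE_H, and lower at 15.7% in pNE_T, 15.0% in pNE_M and 14.4% in pNE_H. The fall from hPSC to pNE_H was 2.47 points in lists of one size by width, so list length was argued against as its whole cause. The order of the lists did change there. The share was 18.0% in hPSC and 18.2% in DE, above 17.2% in aNE, and pNE_H at 15.6% was no longer below pNE_M at 15.5%. A GC bias that differed between libraries could give such a fall and was not tested, since no genome sequence was used here.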
